A study of Mus musculus with 5 samples. Its data were reported in "REST is a major negative regulator of endocrine differentiation during pancreas organogenesis" (2021).

How the data were processed

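REST (RE1-silencing transcription factor) is a zinc-finger repressor that recognises a DNA element called RE1 and keeps neuronal genes off in cells that are not neurons. Its binding was measured by ChIP-seq with the mouse monoclonal antibody 12C11 in whole pancreas of wild-type mouse embryos. There were 2 libraries at E13.5, each from a pool of 4 to 6 pancreases, and 3 libraries at E18.5, each from a pool of 3 to 4. The labels call the libraries of a stage biological replicates, and they are named here by stage and letter (A, B, C). Libraries of different stages that share a letter come from different embryos and were not treated as pairs.

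The authors sequenced single-end 50-bp reads, aligned them with Bowtie2 2.2.5 to the mouse genome allowing 1 mismatch, kept reads with a mapping quality of 10 or more, and called peaks against input DNA with MACS2 2.1.0. These steps come from the study's methods and the submitters' processing notes, which also name SAMtools. The deposited lists give 1 set of peaks per library, and their names state removal of duplicate reads and a false discovery rate of 10%. The study's own E13.5 set was called on pooled reads at a stricter rate, so its size is on another footing than the lists used here. Each deposited peak has a position and a score, a whole number whose unit is not given in the sources used here. The score is the authors' value and was used to rank peaks within a library, as a percentile where 100 is the highest. In 1 alternative it also served as a limit common to all libraries, and values at that limit also depend on whether scores have the same scale in each, which is unknown.

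The processing notes name both NCBI36 and mm9. Peak positions were within the chromosome lengths of mm9 on all 22 assembled sequences compared, and all coordinates are mm9, counted from 1. Entries that repeated or overlapped another entry of the same library (7, 2, 4, 2 and 3 for E13.5 A and B and E18.5 A, B and C) were merged with the highest score kept. This left 1400, 1333, 541, 417 and 226 peaks. Read totals were not used here, so the depth of each library is unknown and no count was scaled to it. A peak missing from a list means that no peak was called there, which is not a measurement of absent binding. Intervals are exact 95% binomial intervals, and they cover counting error over peaks only.

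Peaks of different libraries were taken as shared when they overlapped by at least 1 bp, and overlapping peaks of the 5 libraries were joined into 1860 sites. Random overlap was measured with 100 placements of each list on its own chromosomes. The reproducible E13.5 set was made of sites called in both libraries, and the reproducible E18.5 set of sites called in at least 2 of the 3 libraries. A site was promoter-proximal within 5 kb of a transcription start site of the GENCODE annotation for mm9. The 21-bp RE1 consensus TTCAGCACCATGGACAGCGCC was searched on both strands with at most 5 mismatches in 500-bp windows centred on each peak, and in windows of the same size 10 kb downstream. Peaks on unplaced sequence were counted but neither searched nor annotated.

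Genes were given sites by the basal-plus-extension rule of GREAT. A gene's domain runs from 5 kb upstream to 1 kb downstream of its start and extends to the next basal domain, up to 1 Mb. There were 22225 protein-coding genes, and a gene is called bound when its domain holds a site of the reproducible set. Fixed lists of genes covered 12 groups: endocrine transcription factors, secretory granules and exocytosis, hormones and beta-cell function, neuronal genes, MAPK signalling and growth, acinar cells, duct cells and progenitors, mesenchyme, endothelium and blood, housekeeping genes, REST and its cofactors, and genes the study named. The last list was picked by the study from the E13.5 samples and is not independent evidence. Its genes also make up 10 of the 12 MAPK, 10 of the 27 endocrine and 5 of the 31 secretory members and none of the other lists, so these 3 lists were tested without them too, an alternative added after the data were seen. Of 226 list entries, 1 neuronal gene (Slc18a3) had no match in the annotation and 1 (Scn2a) was matched through its synonym Scn2a1.

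Stages were compared over libraries with an exact two-sided permutation test. With 2 libraries against 3 there are 10 splits, and the smallest p the design allows is 0.2. Shares of sites were compared with two-sided Fisher exact tests, ranks of peaks with two-sided permutation tests of 100000 resamples, and lists with one-sided Fisher exact tests for more bound members than among all protein-coding genes, adjusted by Benjamini-Hochberg over the 12 lists at each stage. Sites are not replicates, so tests over sites describe these libraries and not the stages in general. Stratified odds ratios are Mantel-Haenszel estimates.

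The tests, groups, lists and most alternatives were fixed before the data were examined, as was the rule for naming genes and sites. The rule took up to 6 bound members per list by mean E13.5 rank of their best site, every gene of the study's list, the 10 best-ranked sites in both E13.5 libraries, the 10 best-ranked in all 3 E18.5 libraries, and up to 5 sites in at least 2 E18.5 libraries and no E13.5 library. Values of some single genes that the rule covers are not reported here. Other genes and sites named below were chosen after their values were seen. Alternatives covered a required overlap of 50% of both peaks, a gap of up to 500 bp, peaks scoring at least 13 (the median over all lists), removal of clusters of 3 or more peaks within 10 kb and of unplaced sequence, the 226 top-scoring peaks of every library, other motif and promoter limits, other gene assignment, matched random lists (10000 draws), and leaving out each library.

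Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, numba 0.67.0, matplotlib 3.10.9 and samtools 1.23.1. The steps were tested on simulated data. The motif search recovered 100% of 200 planted elements at each of 0 to 5 mismatches and none at 6 or 7. Of 100 random lists of 25 genes, 2 passed an unadjusted p of 0.05 in the list test, against 100 of 100 lists with 10 planted bound genes.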

Results

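The series asked where REST sits in the genome of the developing mouse pancreas. It covered E13.5, when much of the organ is made of progenitors, and E18.5, when acinar, duct and endocrine cells have formed. The data were 5 lists of called peaks, 2 from E13.5 and 3 from E18.5. The E13.5 libraries held 1400 and 1333 peaks, and the E18.5 libraries 541, 417 and 226. Peaks had a median length of 161 and 483 bp at E13.5 and of 311, 319 and 394.5 bp at E18.5. Because the read depth behind each list is unknown, a peak that is missing at E18.5 was not called there and cannot be said to be unbound.

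The strongest REST sites of the E13.5 pancreas are named here by the rule fixed beforehand. Among the genes named with them only Npas4 is on the fixed neuronal list. An excess of neuronal genes at these sites was not tested. Among sites called in both E13.5 libraries, the best-ranked site (chromosome 15, 72398824 to 72399480) was 22.4 kb upstream of Kcnk9, a potassium channel gene. It was followed by a site 0.157 kb upstream of Scrt1, a neural zinc-finger repressor (chromosome 15, 76352421 to 76353012), and by a site in an intron of Npas4, an activity-regulated neuronal transcription factor (chromosome 19, 4988875 to 4989467). The other seven of the top 10 were in a UTR of Golga7b (chromosome 19, 42330201 to 42330861), an intron of Phf21b (chromosome 15, 84659715 to 84660328), 5.23 kb upstream of 2310047B19Rik (chromosome 9, 21754680 to 21755251), the UTR of Cacng2, which encodes a partner of glutamate receptors (chromosome 15, 77950013 to 77950719), an intron of Camta1 (chromosome 4, 150978448 to 150979502), 1.23 kb upstream of Vstm2l (chromosome 2, 157738771 to 157739556), and an intergenic stretch of chromosome 12 with no assigned gene (44073653 to 44074227). All 10 were called in all 5 libraries, and 8 of them had an RE1 match, with 2 to 4 mismatches. The sites near Cacng2 and on chromosome 12 did not, their best matches having 8 and 6 mismatches.

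Both E13.5 libraries shared 1186 sites. Of the peaks of E13.5 A, 85.1% (95% interval 83.2 to 87.0) overlapped a peak of E13.5 B, and 89.0% (87.2 to 90.6) did in the other direction, against at most 0.885% for any pair of libraries after random placement. An RE1 match was present in 71.3% of the shared sites (843 of 1183 searched, 68.6 to 73.8) and in 0.254% of windows 10 kb away. In the libraries taken singly the share was 66.9% and 69.2%, and the element lay a median of 11 and 15.5 bp from the peak centre. Of the shared sites 50.2% were intergenic, 39.2% were in introns, 6.42% in UTRs and 3.63% in coding exons, and 31.9% (377 of 1183) were promoter-proximal. The overlap fell to 5.78% when 50% of both peaks had to be covered, because peaks of E13.5 A were so much shorter than those of E13.5 B. The promoter-proximal share was 18.8% with a limit of 1 kb.

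**Figure D1:**
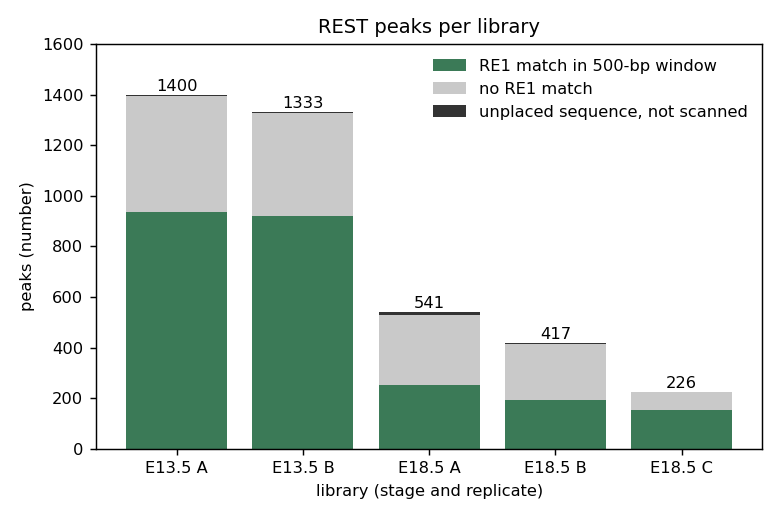
Number of called peaks in each of the 5 libraries, with bars split into peaks with an RE1 match in the 500-bp window (green), peaks without one (grey) and peaks on unplaced sequence that were not searched (black). Both E13.5 lists are longer than any E18.5 list, and the RE1 share is 66.9% and 69.2% at E13.5 and 47.4%, 46.1% and 69.1% at E18.5.

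Genes of the secretory granule and of exocytosis were bound together at E13.5. REST sites were assigned to 22 of 31 such genes (71.0%), against 6.84% of all protein-coding genes (odds ratio 33.7, adjusted exact p = 1.37e-18, one-sided Fisher exact test). Without the 5 members that the study named, 17 of 26 were bound (adjusted exact p = 1.38e-13). The highest-ranked were Snap25, a component of the vesicle fusion machinery, with a site in an intron 868 bp downstream of its start (chromosome 2, 136539762 to 136540352, E13.5 rank 98.2), and Rph3a, a Rab3 effector, with 4 sites of which the best lay 69.2 kb upstream (chromosome 5, 121528481 to 121529010, rank 97.1). They were followed by sites at the UTRs of the granule protein genes Scg3 (chromosome 9, 75531484 to 75532053, rank 96.4), Ptprn2 (chromosome 12, 117723949 to 117724536, rank 96.3) and Vgf (chromosome 5, 137505884 to 137506452), and of Unc13a, which primes vesicles for release (chromosome 8, 74195339 to 74195911, rank 93.8). The bound members further included the granins Chga, Chgb and Scg2 and the prohormone convertases Pcsk1 and Pcsk2, the latter with a site in an intron 785 bp from its start. Cpe, Scg5, Stx1a, Vamp2 and Rims1 had no site in any library. Among the 226 top-scoring peaks of every library 7 of these genes were bound (adjusted exact p = 4.94e-07).

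Neuronal genes were bound in 29 of 34 cases (85.3%, odds ratio 80.5, adjusted exact p = 3.11e-28), and the study named none of them. With the nearest start within 5 kb 21 were bound, against 20 of the 31 secretory genes. Beside Npas4 the top members included the glycine receptor gene Glra1 (chromosome 11, 55421150 to 55421716), Celsr3, a cadherin of axon guidance with a site in a coding exon (chromosome 9, 108729042 to 108729701), the nicotinic receptor gene Chrnb2 (chromosome 3, 89568102 to 89568648) and the neurofilament gene Nefh (chromosome 11, 4849153 to 4849687), all at an E13.5 rank of 89.2 or more. Syn1, L1cam and Dcx, which are all on the X chromosome, had no site, while Nefl and Nrcam had none shared by both E13.5 libraries. Here too 7 members were bound by the 226 top-scoring peaks of every library (adjusted exact p = 4.94e-07).

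The bound share of endocrine transcription factors was smaller, though lists were not tested against each other at E13.5. A site was assigned to 10 of 27 (37.0%, odds ratio 8.05, adjusted exact p = 1.88e-05), and to 5 of 17 without the 10 members that the study named (adjusted exact p = 0.0169). Random lists of genes matched on domain length held 3.42 bound members on average, and against these the list of 27 still passed. The 17 members that the study did not name were not compared with matched lists, so longer domains may account for part of their excess. Neurod1, a driver of endocrine differentiation, stood out, with a site in its coding exon (chromosome 2, 79294222 to 79294767, rank 94.8, RE1 with 3 mismatches) and a further one upstream. Neurog3, the factor that starts the endocrine programme, had a site of low rank, 19.3, located 5136 bp downstream of its start in an intron of 2010107G23Rik, although its RE1 match had 2 mismatches only (chromosome 10, 61600711 to 61601237). Between them were Fev, a factor of serotonergic and endocrine precursor cells (chromosome 1, 74938030 to 74938601, rank 76.1, in an exon of the neighbouring Cryba2), Hnf4a (chromosome 2, 163390349 to 163390829, intron, rank 68.9), Irx2 (chromosome 13, 73039966 to 73040451, rank 53.5), Irx1 (chromosome 13, 71260326 to 71260811, rank 52.5) and Onecut1 (chromosome 9, 74716211 to 74716575, intron, rank 49.6). Insm1, Myt1 and St18 completed the bound members. The sites of Irx1 and Irx2 were 840603 and 273963 bp from the start of the gene, and only 3 members of this list had a site whose nearest start was theirs within 5 kb (adjusted exact p = 0.0157). At scores of 13 or more 6 members were bound (adjusted exact p = 0.00304). With the 226 top-scoring peaks of every library only 1 was, and the call was lost (adjusted exact p = 0.448).

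**Figure D2:**
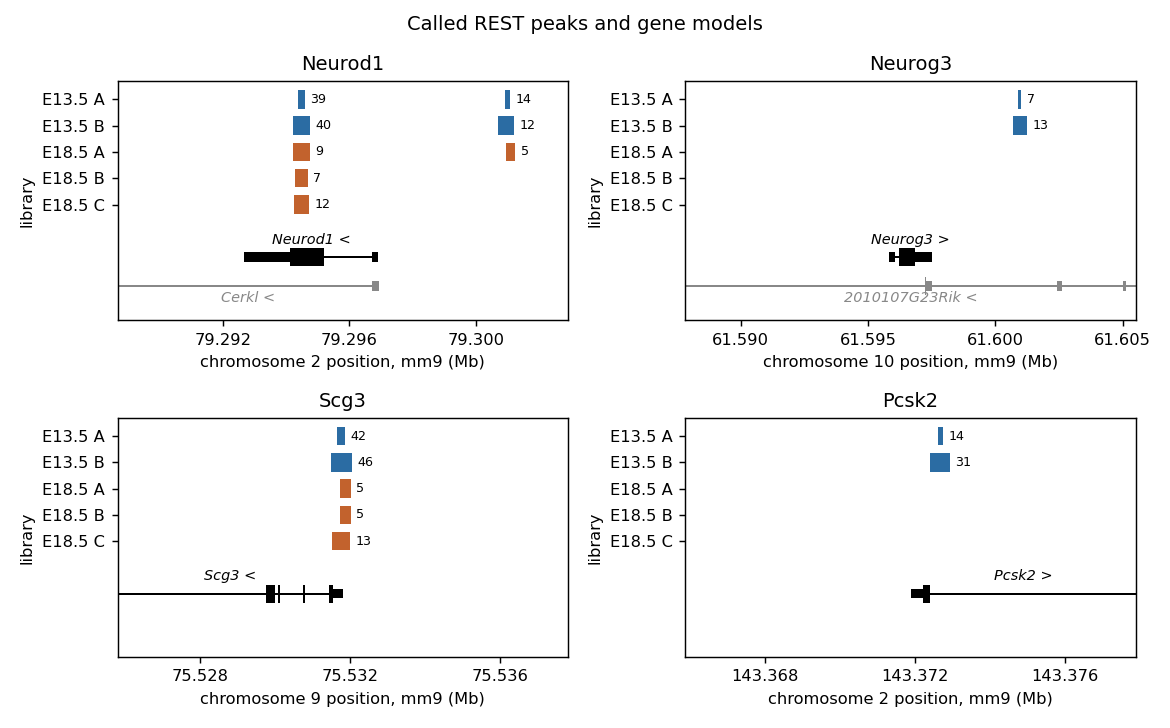
Called peaks of the 5 libraries (bars, with the deposited score beside each) over gene models at Neurod1, Neurog3, Scg3 and Pcsk2, with mm9 positions in Mb. At Neurod1 and Scg3 a peak is present in all 5 libraries, while at Neurog3 and at the start of Pcsk2 peaks are called at E13.5 only.

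Of 12 genes of MAPK signalling and growth 5 were bound (41.7%, odds ratio 9.75, adjusted exact p = 0.00189), but 10 of the 12 are genes that the study named from these E13.5 samples, so the list is not independent evidence. Without the genes the study named, 1 of 2 was bound and the call was lost (adjusted exact p = 0.291). The 5 were the JNK scaffold genes Mapk8ip2, 409 bp upstream of its start (chromosome 15, 89283668 to 89284202), and Mapk8ip1, 91 bp upstream (chromosome 2, 92241237 to 92241786), the p38 kinase gene Mapk11, 685 bp upstream (chromosome 15, 88980564 to 88980879), and the activators of Cdk5 encoded by Cdk5r1 (chromosome 11, 80426960 to 80427450) and Cdk5r2 (chromosome 1, 74904587 to 74905080). Limited to the 226 top-scoring peaks per library, 1 member was bound and the call was lost (adjusted exact p = 0.349).

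For genes of mature hormone output and of other pancreatic cell types no excess over the genome-wide rate was detected, with intervals too wide to exclude one. Of 18 hormone and beta-cell function genes 3 were bound (16.7%, 3.58 to 41.4, adjusted exact p = 0.242), and 2 with the nearest start within 5 kb (11.1% against 1.43% of all genes, adjusted exact p = 0.0534). The 3 were Tph2 of serotonin synthesis at its UTR (chromosome 10, 114621803 to 114622321), the receptor gene Glp1r (chromosome 17, 31075562 to 31076036) and the somatostatin gene Sst in its intron (chromosome 16, 23890202 to 23890629). Ins1, Ins2, Gcg and Iapp were not among them. Among 21 acinar genes Ptf1a (chromosome 2, 19350724 to 19351083) and Gp2 (chromosome 7, 126499693 to 126500175) were bound (adjusted exact p = 0.731), among 14 duct and progenitor genes Onecut2 (chromosome 18, 64426020 to 64426562, adjusted exact p = 0.839), and among 10 endothelial and blood genes Emcn (chromosome 3, 136677593 to 136678097, adjusted exact p = 0.762). The sites of Glp1r, Ptf1a, Gp2, Onecut2 and Emcn were 37.0, 16.4, 103, 73.7 and 326 kb from the start of the gene. With the nearest start within 5 kb no acinar, duct or endothelial gene was bound. None of the 13 mesenchymal, 11 housekeeping and 8 REST and cofactor genes was bound (adjusted exact p = 1 for each). With lists of this size, 0 bound members allow shares up to 24.7%, 28.5% and 36.9%.

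Of the 26 genes the study named, 15 were bound in both E13.5 libraries (57.7%, adjusted exact p = 4.76e-11), which is not independent evidence because the genes were picked from these samples. The 226 top-scoring peaks of every library reached 4 of them (adjusted exact p = 0.000746). Snap25, Scg3 and Neurod1 had a site in all 5 libraries. Syt7, a calcium sensor of exocytosis (chromosome 19, 10477524 to 10478067), was bound at E13.5 and in E18.5 A and C, and is in the reproducible set of E18.5. Peaks of single E18.5 libraries, which do not make a gene bound there, were assigned to Insm1 (A), Pcsk1 and Mapk8ip1 (B) and Mapk8ip2 (C), and, away from the best E13.5 site, to Onecut1 (A and B, at different sites) and Pcsk2 (A). Hnf4a, Mapk11, Cdk5r2, Neurog3 and Cdh13, a cadherin gene with 4 sites (best on chromosome 8, 121782417 to 121782999), were bound in both E13.5 libraries and had a peak in no E18.5 library. Pax4, Glis3, Bid, Mapk10, Isl1, Prox1, Cdk2ap1, Ccnd1, Mapk3 and Ret had none in any library under the assignment used here.

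**Figure D3:**
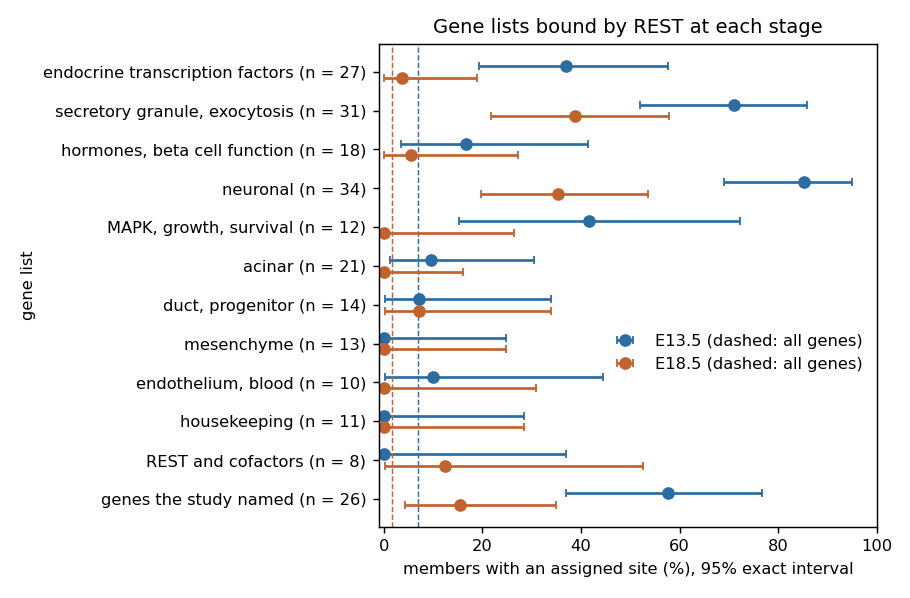
Percent of the members of each fixed list with an assigned REST site in the reproducible set of E13.5 (blue) and E18.5 (orange), with exact 95% intervals, and dashed lines at the share of all protein-coding genes (6.84% and 1.63%). Neuronal and secretory lists stand far above the dashed lines at both stages, and endocrine transcription factors at E13.5.

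Fewer REST sites were called at E18.5, and nearly all that were reproducible had already been called at E13.5. Of 252 sites in at least 2 E18.5 libraries, 249 (98.8%) had an E13.5 peak, while 480 of the 1186 shared E13.5 sites (40.5%) had a peak in any E18.5 library. Peaks per library averaged 1366.5 ± 47.4 (SD, n = 2) at E13.5 and 394.7 ± 158.7 (SD, n = 3) at E18.5. The ratio of geometric means was 3.68, and the ranges did not overlap, which with 2 libraries against 3 gives an exact permutation p of 0.2, the smallest possible. At scores of 13 or more, a limit that takes scores of all libraries as one scale, the ratio was 14.0. The E18.5 lists overlapped each other by 46.6% on average, from 30.3% of E18.5 A peaks found in E18.5 C to 72.6% of E18.5 C peaks found in E18.5 A. They differed in how far they matched E13.5 too, since 98.7% of the peaks of E18.5 C, 69.5% of E18.5 B and 63.6% of E18.5 A overlapped an E13.5 peak.

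The sites called again at E18.5 were the strong ones of E13.5. In E13.5 A the 488 peaks with an E18.5 counterpart had a mean rank of 73.2, against 37.6 for the other 912, and in E13.5 B the means were 72.1 and 37.2 for 490 and 843 peaks (permutation p = 2e-05 for each, the smallest the resamples can give). From the lowest to the highest quintile of E13.5 rank, 8.82%, 13.8%, 34.6%, 55.3% and 90.3% of the shared E13.5 sites had a peak in an E18.5 library. The share of shared E13.5 sites found at E18.5 was 88.4% for the 226 top-scoring peaks of every library and 14.6% at scores of 13 or more.

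**Figure D4:**
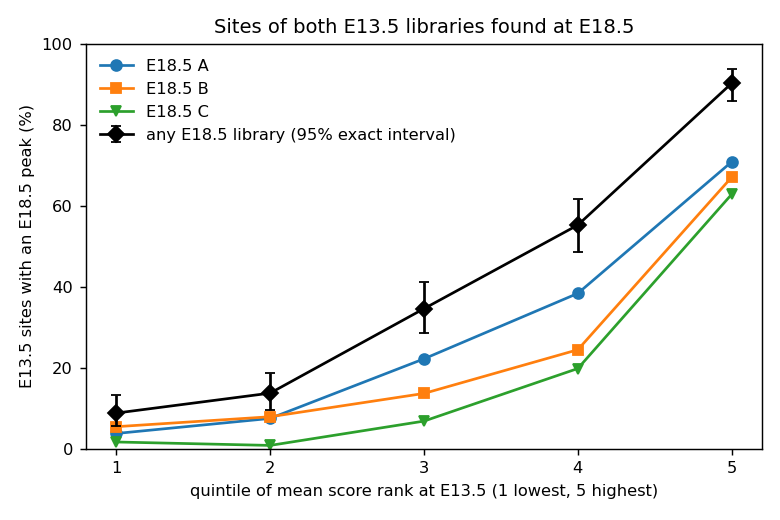
Percent of sites in both E13.5 libraries that had a peak in each E18.5 library, or in any of them (black, with exact 95% intervals), by quintile of mean E13.5 score rank from 1, the lowest, to 5. Every curve is highest in the top quintile, where 90.3% of 237 sites had a peak in at least 1 E18.5 library.

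Secretory and neuronal genes again stood above the genome-wide rate at E18.5. Sites in at least 2 E18.5 libraries were assigned to 12 of 31 secretory genes (38.7%, odds ratio 39.3, adjusted exact p = 3.85e-13) and 12 of 34 neuronal genes (35.3%, odds ratio 33.9, adjusted exact p = 7.16e-13), against 1.63% of all genes. The secretory members were Chga, Chgb, Scg2, Scg3, Ptprn2, Snap25, Syt7, Rph3a, Unc13a, Cplx2, Scgn and Vgf, and the neuronal ones included Npas4, Glra1, Celsr3, Chrnb2, the glutamate receptor gene Grin1 and the neurofilament gene Nefm. Without E18.5 A, 7 secretory genes were bound (adjusted exact p = 9.31e-08). At scores of 13 or more 5 secretory and 3 neuronal genes were bound, and both lists still passed (adjusted exact p = 6.80e-07 and 0.00118).

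Endocrine transcription factors were reduced to Neurod1, 1 of 27 (adjusted exact p = 0.616), and no MAPK gene was bound. Tph2 was the 1 hormone list member (adjusted exact p = 0.513), Onecut2 the 1 duct member (adjusted exact p = 0.494) and the Rest gene itself the 1 member of the REST and cofactor list (adjusted exact p = 0.370), through a site in its intron that was called in E13.5 A, E18.5 B and E18.5 C (chromosome 5, 77694792 to 77695424). No acinar, mesenchymal, endothelial or housekeeping gene was bound. Of the genes the study named, 4 were bound (adjusted exact p = 0.00315, again not independent), and at scores of 13 or more 1 was (adjusted exact p = 0.332).

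Whether lists differed in how often their E13.5 genes were bound again was tested after the counts were seen. Of the bound secretory genes 12 of 22 were bound again at E18.5, against 23.0% of all other genes bound at E13.5 (two-sided Fisher exact test, adjusted exact p = 0.00890 over 6 lists). The neuronal list reached 12 of 29 (adjusted exact p = 0.0823) and the endocrine factors 1 of 10 (adjusted exact p = 0.716), so a lower retention of endocrine factors was not shown. The secretory genes had stronger sites to begin with, a median best rank of 78.8 against 57.7 in other bound genes. Their odds ratio was 3.80 (1.11 to 13.1) within quintiles of rank, and 2.38 (0.723 to 7.84) once promoter-proximal and distal sites were also separated.

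Sites at promoters made up more of the E18.5 set. Of the reproducible E18.5 sites 56.6% (141 of 249) were promoter-proximal, as at Snap25, Scg3, Vgf and Scrt1, against 31.9% of the E13.5 set, a difference of 24.8 percentage points (Fisher exact p = 5.66e-13). The sets share sites, and with disjoint sets, added after the data were seen, 55.6% of E13.5 sites found in at least 2 E18.5 libraries and 25.8% of the others were proximal (29.8 points, Fisher exact p = 1.22e-17). The difference shrank to 10.3 points and lost significance (Fisher exact p = 0.0627) when the 226 top-scoring peaks of every library were compared, where 53.1% of E13.5 sites were proximal. Over libraries the shares were 29.9% and 31.6% at E13.5 and 31.3%, 44.0% and 53.4% at E18.5, a difference of means of 12.1 points (exact permutation p = 0.4). The test cannot decide whether this exceeds chance, because the smallest p it can give is 0.2.

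The RE1 share of the reproducible sets was 67.9% (169 of 249, 61.7 to 73.6) at E18.5 and 71.3% at E13.5 (−3.39 points, Fisher exact p = 0.285). The size and sign of this difference depended on the sets compared. It was −9.77 points without E18.5 A (Fisher exact p = 0.0170). Without E13.5 B it was 0.917 points, but the E13.5 set then held all peaks of E13.5 A, with no call in another library required. At scores of 13 or more, a limit that takes scores of all libraries as one scale, it was −15.3 points and passed the threshold (Fisher exact p = 0.0186). It was −6.83 points with 6 mismatches allowed (Fisher exact p = 0.0230) and 3.27 points with 4 (Fisher exact p = 0.362). In single E18.5 libraries RE1 was found in 47.4%, 46.1% and 69.1% of peaks, against 0.377%, 0.483% and 0.448% of background windows. The mean of 54.2% ± 12.9 (SD, n = 3) was 13.9 points below the E13.5 mean of 68.1% ± 1.64 (SD, n = 2), a gap about as wide as the spread among the E18.5 libraries (exact permutation p = 0.4).

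In the lists as called, sites restricted to a stage were mostly E13.5 sites. Sites in both E13.5 libraries and no E18.5 library numbered 706, among them Neurog3, Hnf4a and Mapk11, and 69.8% of them held RE1. With a 50% overlap of both peaks 40 such sites were left. In the other direction 3 sites were called in at least 2 E18.5 libraries and no E13.5 library. They lay on chromosome 12 (3109700 to 3110323, all 3 E18.5 libraries), in a coding exon of Gm10106 (chromosome 9, 3032354 to 3032749) and in a coding exon of Gm11168 (chromosome 9, 3004556 to 3005148), both predicted genes, and none had an RE1 match. Leaving out E18.5 A or E18.5 C left 1 such site and leaving out E13.5 B gave 7. With the 226 top-scoring peaks of every library 19 and 43 sites counted as restricted to E13.5 and E18.5, but 40 of the 43 had an E13.5 peak in the full lists and 7 of the 19 an E18.5 peak, so these counts do not show restriction to a stage.

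The best-ranked sites of all 3 E18.5 libraries were a mixture. Scrt1 and Cacng2 were again among the top 10, and so was an intron of Cdk5rap2 (chromosome 4, 70038942 to 70039530). The other seven were the predicted genes Gm10800 (chromosome 2, 98506547 to 98507693) and Gm10801 (98502153 to 98502904 and 98503718 to 98504485), a stretch 23.5 kb from Gm5614 (chromosome 9, 35112597 to 35113318), the chromosome 12 site named above, and a pair of places on unplaced sequence (5248963 to 5249769 and 5495371 to 5497244). Apart from Scrt1, no site of these 10 that could be searched had an RE1 match. The first, Gm10800, was missing from E13.5 A but had the highest score of all in the other 4 libraries.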

Values the study reported

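The study reported 1968 regions bound by REST in E13.5 pancreas, called on pooled replicates at a false detection rate below 0.05. Set against published maps, 91 sites (given as about 4.7%) occurred in the pancreas only. Neural stem cells had 1030 of the sites in common (about 53%), and embryonic stem cells had 1806 (about 94%). The total behind these shares was not stated, and it need not be 1968.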

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

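The tests of sensitivity, of loss from strong sites, of every account of the E18.5 peaks outside E13.5 sites, and of score rank behind the promoter excess were chosen only after the result was seen. The limits for loss from strong sites and for recurrence of E18.5 peaks were changed once after their values were known, and then set back to the first ones, under 20% and under 5%, because the changed limit for recurrence could not be met with 322 sites. The comparison of recurrence within rank was added after that.

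Peaks on sequence that is not placed on a chromosome were outside every comparison of genes and motifs. There were 4 in E13.5 A, 4 in E13.5 B and 11 in E18.5 A, each above the 3 that a count of 0 allows. The other 2 E18.5 libraries had 3 each.

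Far fewer REST sites were called at E18.5 than at E13.5. Lower sensitivity of the E18.5 libraries may account for the pattern, because the share found rose with every quintile of E13.5 rank and reached 90.3% (85.8 to 93.7) in the highest. Loss of REST from 20% or more of the strong sites was argued against where a peak in any library counts. By that count 9.70% (6.25 to 14.2) of the top quintile had no E18.5 peak. Single libraries found 70.9% (E18.5 A), 67.1% (E18.5 B) and 62.9% (E18.5 C) of it. At least 2 libraries found 76.8% of its 125 proximal and 61.6% of its 112 distal sites. By these stricter counts loss from 20% or more stays open. Loss from fewer, with Crhr2, Srrm4 and Stmn3 as candidates, stays open by any count. A smaller share of REST-expressing cells in the E18.5 organ would give the same gradient, and so would fewer reads or weaker enrichment. In the study's immunostaining REST was found in most nonendocrine cells of the early pancreas. Later it was largely confined to duct-like clusters and not seen in acinar or endocrine ones. A smaller share of REST-expressing cells, a biological difference between the stages, therefore stays open. Its effect on the called peaks was not tested here.

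A set of 322 sites had an E18.5 peak and no E13.5 peak, 194 from E18.5 A alone, 125 from E18.5 B alone and none from E18.5 C alone. Binding to RE1 specific to E18.5 was argued against for the set as a whole, as 0.318% (0.00806 to 1.76) of the 314 searched sites held RE1, against 43.1% and 54.0% of the sites called in E13.5 A alone and in E13.5 B alone. Background calls may account for it, since that share is within the upper limit of 1.17% for windows 10 kb away and the median rank of the sites was 27.0. Binding specific to E18.5 without RE1 was argued against for the set as a whole, as 0.932% (0.193 to 2.70) of the sites recurred in at least 2 E18.5 libraries, and within library and quintile of rank the odds of recurrence were 0.00732 (0.00240 to 0.0223) times those of peaks inside E13.5 sites. The 3 sites that recurred, and binding present in a single pool of embryos, stay open.

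Among sites in both E13.5 libraries, promoter-proximal ones such as Scrt1, Snap25 and Vgf were found at E18.5 more often than distal ones, 35.5% against 13.3% in at least 2 libraries (odds ratio 3.60). Higher E13.5 rank was argued against as the whole cause, the odds ratio being 2.31 (1.60 to 3.36) within quintiles of rank. Within rank and CpG strata it was 2.11 (1.40 to 3.17), but CpG number was split only once, at 7. Proximal sites had a median of 19 CpG and distal ones of 6. Sites above the split can therefore still differ in CpG number, and the test cannot decide whether CpG is the cause. Rank-stratified odds ratios were above 1 with an interval excluding 1 in 2 libraries, E18.5 B at 2.74 (1.98 to 3.80) and E18.5 C at 1.59 (1.09 to 2.31), while E18.5 A gave 1.11 (0.810 to 1.53), so an excess carried mainly by the chromatin of 1 library cannot be told apart from one shared by the stage with 3 libraries. Even at the split used, CpG stays open for E18.5 C, whose value fell to 1.18 (0.780 to 1.79), while E18.5 B kept 2.65 (1.85 to 3.81). A retention of REST at promoters in the later organ may contribute and was not tested.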

How the results depend on the processing

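The disjoint sets, the RE1-only overlap, lists without the genes the study named and gene assignment within 5 kb without clusters and unplaced sequence were chosen after seeing the data. Of the planned recomputations of the main comparisons, 100 kept the call, a similar count or a value within a range around the main one. For replicate overlap that range was the spread among pairs of libraries. For shares of sites it was the exact binomial interval, which covers counting error over sites and not the spread among libraries. The 100 include 8 on peaks per library, whose test cannot pass the threshold with so few libraries and so had no call to lose. At scores of 13 or more that ratio rose from 3.68 to 14.0 and was still counted as kept. Similar counts included 621 to 912 against 706 E13.5-only sites, and 2 against 3 lists past the threshold at E18.5. Another 32 moved further, 3 passed a threshold newly, 1 lost it and 2 changed sign. For single lists and named genes 189 kept the call or its absence (or, for named genes, a count within a factor of 1.5). There 3 moved and 3 lost the call. In the main setting 5 of 12 lists passed at E13.5 and 3 of 12 at E18.5, so most lists had no call to lose. Some, such as mesenchyme, had no bound member in any setting. The 189 therefore say little about stability for those lists. A kept call could hide fewer members, as for neuronal genes at E13.5 (29 to 7) and secretory genes at E13.5 (22 to 7) with the 226 top-scoring peaks. The rank difference and the secretory and neuronal lists kept their calls in each alternative run for them, which did not include other overlap rules.

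With 50% of both peaks required, replicate overlap at E13.5 was 5.78%, E13.5 sites with an E18.5 peak 45.9%, E13.5-only sites 40 and E18.5-only sites 7. The 45.9% rests on 74 shared E13.5 sites, against 1186 in the main setting. The short peaks of E13.5 A lower the replicate overlap and the E13.5-only count by construction, and the cause was not tested for the others.

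At scores of 13 or more, replicate overlap at E13.5 was 82.7%, E13.5 sites with an E18.5 peak 14.6%, proximal shares 38.0% (E13.5) and 70.9% (E18.5), RE1 at E18.5 58.2%, the RE1 difference −15.3 points (past the threshold, Fisher exact p = 0.0186), E18.5-only sites 1 and the ratio of peaks 14.0. The study's gene list at E18.5 lost its call. The E18.5 set then held 55 searched sites, and scores of different libraries may differ in scale.

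With the 226 top-scoring peaks of every library, replicate overlap at E13.5 was 73.2%, E18.5 sites with an E13.5 peak 76.9%, E13.5 sites with an E18.5 peak 88.4%, proximal shares 53.1% and 63.4% (difference 10.3 points, below the threshold), lists past the threshold at E13.5 3 of 12 (endocrine and MAPK lost), E13.5-only sites 19 and E18.5-only sites 43, of which 40 had an E13.5 peak in the full lists. Of the 32 genes named from lists, 16 stayed bound at E13.5, and 20 did with the nearest start within 5 kb. At this number the longer lists lose sites that rank lower, by construction.

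With 4 mismatches RE1 shares were 55.4% and 58.6%, turning the difference to 3.27 points, and with 6 the E13.5 share was 79.1% and the difference −6.83 points. A 1-kb limit gave proximal shares of 18.8% and 39.0%. Counting only peaks with RE1, replicate overlap at E13.5 was 91.1%. The cause was not tested for the changes of the RE1 difference.

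Without the genes the study named, 3 of 11 lists passed at E13.5, as the study's list is then absent and MAPK lost its call.

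Leaving out each library gave 29.8% to 38.0% for E13.5 sites with an E18.5 peak, RE1 shares of 67.0% to 69.3% (E13.5) and 61.5% to 68.9% (E18.5), an RE1 difference of −9.77 to 0.917 points and 1 to 7 E18.5-only sites. It gave no replicate overlap for E13.5, which then had 1 library. Taking the shared letters A and B as a replicate block gave a ratio of peaks of 2.88 (exact p = 0.5), which equals the ratio without E18.5 C by arithmetic and is no test of a shared batch.

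Absence from a list of 226 peaks says little about weak sites such as Neurog3, and read depth was not used here.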

Other observations

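The tests in this part were all chosen after the result was seen.

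Several genes were bound at many places at E13.5. Of the genes with assigned sites, 115 had at least 3 sites of the shared E13.5 set, led by Fam19a5 with 10, Camta1 and the predicted gene Gm13090 with 8 each and Ajap1 with 7. Neighbouring genes can share a site, as Camta1 and Gm13090 did, and the counts were not adjusted for domain length. Genes with 6 sites were Atp2b2, a calcium pump gene, Grik3, a glutamate receptor gene, Rbfox3, a splicing factor gene, Brd1 and Speer4b. These genes, and the others in this part that the naming rule does not cover, were chosen after their values were seen. Sites of the top quintile that had no E18.5 peak numbered 23 and included both corticotropin-releasing hormone receptor genes, Crhr1 and Crhr2, the neural splicing regulator genes Srrm3 and Srrm4, and the stathmin gene Stmn3.

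RE1 elements close to the consensus were mostly occupied in the E13.5 pancreas. All 11 elements with 1 mismatch lay in a site of both E13.5 libraries, as did 78 of 92 (84.8%) with 2, 254 of 343 (74.1%) with 3, 341 of 1150 (29.7%) with 4 and 235 of 5821 (4.04%) with 5. Elements with at most 3 mismatches were occupied in 79.6% of cases within 5 kb of a start site and in 76.0% farther away, a difference that was not detected by a Fisher exact test (p = 0.512). In at least 2 E18.5 libraries 39.8% of the near and 15.4% of the far ones were occupied. The X chromosome held 4 of the 1186 shared E13.5 sites (0.337%) but 6.33% of the bases searched. Of its 268 elements with at most 5 mismatches 4 were occupied in both E13.5 libraries (1.49%, 0.408 to 3.78), against 12.8% (12.0 to 13.6) on the autosomes. Only 3 of its elements had at most 3 mismatches, of which 2 were occupied, too few to compare with the autosomes at that limit.

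Some E13.5 sites without an RE1 match carried its parts at a wider distance. The left part TTCAGCACC and the right part GGACAGCGCC are separated by 2 bp in RE1. Searched with at most 1 mismatch in each and 3 to 20 bp between them, they were found in 87 of 340 such sites (25.6%) and in none of 340 windows 10 kb away, and every distance found was 7 to 11 bp. Among these sites were those of Insm2 (chromosome 12, 56701063 to 56701658, 10 bp), Rph3a (7 bp), Scg3 (8 bp), Unc13a (8 bp), Tph2 (8 bp) and Mapk8ip2 (7 bp). Of sites with the spaced parts 55.2% were promoter-proximal and 36.8% were found in at least 2 E18.5 libraries, against 27.4% and 169 of the 843 sites with the usual RE1, and 38.7% and 15.8% of sites with neither. The spaced sites also ranked higher at E13.5, with the highest median of the 3 classes (70.4, and 41.9 for sites with neither), and the shares found at E18.5 were not adjusted for rank or proximity. None of the 314 searched sites with an E18.5 peak and no E13.5 peak had them.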
